# Analyses of circRNA Expression throughout the Light-Dark Cycle Reveal a Strong Regulation of *Cdr1as*, Associated with Light Entrainment in the SCN

**DOI:** 10.3390/ijms232012347

**Published:** 2022-10-15

**Authors:** Andranik Ivanov, Daniele Mattei, Kathrin Radscheit, Anne-Claire Compagnion, Jan Patrick Pett, Hanspeter Herzel, Rosa Chiara Paolicelli, Monika Piwecka, Urs Meyer, Dieter Beule

**Keywords:** circular RNA (circRNA), *Cdr1as*, circadian rhythm, suprachiasmatic nucleus, SCN, non-coding RNA, *Cyrano*, light entrainment, miR-7, light-dark, wake-sleep

## Abstract

Circular RNAs (circRNAs) are a large class of relatively stable RNA molecules that are highly expressed in animal brains. Many circRNAs have been associated with CNS disorders accompanied by an aberrant wake-sleep cycle. However, the regulation of circRNAs in brain homeostasis over daily light-dark (LD) cycles has not been characterized. Here, we aim to quantify the daily expression changes of circRNAs in physiological conditions in healthy adult animals. Using newly generated and public RNA-Seq data, we monitored circRNA expression throughout the 12:12 h LD cycle in various mouse brain regions. We identified that *Cdr1as*, a conserved circRNA that regulates synaptic transmission, is highly expressed in the suprachiasmatic nucleus (SCN), the master circadian pacemaker. Despite its high stability, *Cdr1as* has a very dynamic expression in the SCN throughout the LD cycle, as well as a significant regulation in the hippocampus following the entry into the dark phase. Computational integration of different public datasets predicted that *Cdr1as* is important for regulating light entrainment in the SCN. We hypothesize that the expression changes of *Cdr1as* in the SCN, particularly during the dark phase, are associated with light-induced phase shifts. Importantly, our work revises the current beliefs about natural circRNA stability and suggests that the time component must be considered when studying circRNA regulation.

## 1. Introduction

Circadian rhythms are physiological, molecular, and behavioral changes that follow a 24-h cycle. Most multicellular organisms take advantage of environmental factors, such as light and temperature, to fine-tune their daily behavior and metabolism to create a coherent circadian system. In mammals, the suprachiasmatic nucleus (SCN) is the central circadian pacemaker [1,2] that is entrained in light-dark (LD) cycles [3]. From the retina, the light signal is transmitted to the SCN, which then synchronizes clocks in other tissues [4]. The endogenous mammalian circadian clock consists of transcription-translation feedback loops [5] that are accompanied by global changes in transcriptional and post-transcriptional regulation [6,7], including RNA synthesis and degradation, alternative splicing, and editing [8,9,10,11]. As of now, it is clear that many RNA species, both protein-coding and non-coding, play an essential role in maintaining the circadian rhythm [6,7,12,13]. However, circular RNAs (circRNAs), an alternative form of RNA splicing products, dependent on temperature and RNA editing [14,15,16,17], have not been well studied throughout daily activities and circadian rhythm.

CircRNAs are a large class of highly stable RNA molecules that consist of multiple or single exons [18,19,20]. They have conserved biogenesis and are expressed in animals and plants [14,16,18,19,21]. CircRNAs are primarily localized to the cytoplasm and have various functions, such as sequestering miRNAs, modulation of RNA stability, and multiple interactions with RNA-binding proteins [16,18,22,23]. A subset of circRNAs with retained introns (so-called exon-intron circRNAs) reside in the nucleus and regulate mRNA transcription [24]. Certain circRNAs can be translated into proteins [25,26] or released from cells in extracellular vesicles [27,28]. In animals, circRNAs are highly expressed in the brain, and a subset of circRNAs is enriched at the synaptic terminals [15,29]. Due to their high stability and synaptic enrichment, these molecules are thought to be involved in intracellular information transport, long-term memory formation, and memory consolidation [30]. Moreover, the deregulation of circRNAs has been implicated in neurodegenerative, psychiatric, and neurodevelopmental disorders [31,32,33,34,35]. Many of these brain conditions occur in parallel, or arguably due to aberrant wake/sleep cycles [36,37], which is why it is necessary to study circRNAs in the context of the circadian rhythm. Finally, due to their relatively stable nature and tissue-specific expression pattern, circRNAs have been recognized as biomarkers in different pathologies [38], particularly in many cancer types [39], where circRNAs are systematically deregulated [40]. Given the recent observations that cancer metastases can accelerate during the rest (sleep) phase [41], it becomes evident that the regulation of circRNAs should be analyzed in both the wake and sleep phases. Here, we studied circRNA expression in different mouse brain regions during 12:12 h LD cycles and predicted *Cdr1as* as an essential regulatory molecule that impacts the light entrainment in the SCN. *Cdr1as* is highly expressed in the brain, particularly in glutamatergic neurons [31]. It has an unusually high number of miR-7 binding sites [19,22]. MiR-7 is a potent, brain-enriched miRNA [42,43] that has been implicated in the pathogenesis of different brain diseases [44,45,46,47,48,49,50,51,52]. *Cdr1as* and miR-7 regulate neuronal activity through a network with two other non-coding RNAs, miR-671 and *Cyrano* [53]. The loss of *Cdr1as* in mice results in the deregulation of excitatory synaptic transmission and the upregulation of immediate early genes [31]. *Cdr1as* deletion in mice also leads to vision defects [54]. Our findings explain previously observed gene expression changes and phenotypes in *Cdr1as* mutant mice and add another piece to the puzzle of *Cdr1as* functions. 

## 2. Results

### 2.1. Cdr1as Is Highly Expressed in the SCN and Has a Significant Differential Expression during the 12:12 h Light-Dark Cycle

We quantified the circRNA expression levels in the SCN by systematically analyzing the total RNA-Seq data from Pembroke et al. [7]. The authors monitored six equidistant time points in nine replicates during a 12:12 h LD cycle. We identified a total of 1691 expressed circular RNAs in the SCN. The number of consistently detectable circRNAs was highest in the middle of the dark phase, with a substantial drop at its end (325, 485, 455, 450, 523, and 290 circRNAs at ZT2, ZT6, ZT10, ZT14, ZT18, and ZT22, respectively; cf. Figure 1A).

*Cdr1as* circRNA showed the highest expression of all (Figure 1B, Supplementary Table S1). It was expressed one order of magnitude more than any other circRNA in the SCN (Figure 1B). *Cdr1as* contributed the most to the overall differences in circular reads during the whole 12:12h LD cycle (Figure 1C,D) and was the only highly expressed circRNA with significant regulation in SCN over the LD cycle (e.g., ZT14 vs. ZT10: DESeq2 adj. *p*-value 1.3 × 10^−19^). A rather unexpected observation is that this stable circRNA is downregulated more than twofold in four hours (Figure 1D) and again upregulated, exhibiting twin-peak expression with peaks at the beginning and the end of the dark cycle (Figure 1D). Interestingly, Pembroke et al. [7] described a cluster of 766 genes with exact twin-peak expression as a synaptic module regulating light-induced phase shifts in the SCN. Inspecting the Cdr1 locus in the UCSC genome browser showed all reads mapping to the *Cdr1* locus map within the circRNA boundaries rather than the primary transcript (Figure 1E). Thus, all reads mapping to the Cdr1 gene could be attributed to the circular RNA, allowing a better *Cdr1as* expression quantification (Supplementary Figure S1) and putting *Cdr1as* into the top 5 highest (sorted by FPKM) expressed RNAs in the synaptic twin-peak module described by Pembroke et al. (Figure 1F). Variability between replicates differs substantially between time points. It is highest near the light-dark transitions (Supplementary Figure S1, Figure 1D), which might hint at quick regulatory processes. Interestingly, the long non-coding RNA *Cyrano*, known to serve as a negative regulator of miR-7 in the brain [53], showed the same twin-peak expression pattern as *Cdr1as* (Supplementary Figure S1, Figure 1F).

### 2.2. The Expression of Cdr1as-Associated Genes Significantly Depends on Light Induction

Piwecka et al. [31] showed that loss of *Cdr1as* results in the upregulation of certain circadian genes (*Per1*, *Sik1*, *Klf10*, *Npas4*) and upregulation of immediate early genes, such as *Fos*, *Egr1*, *Klf4*, *Jun*, etc. This group of immediate early genes is activated and rapidly transcribed in the SCN upon photic stimuli [55]. Recently, the Takahashi lab measured genome-wide mRNA changes in the SCN after a short period of light exposure (e.g., 30 min) [56]. This early light-induced gene set is significantly enriched in genes deregulated upon *Cdr1as* KO in different brain regions (Figure 2A,B). Further, Xu et al. [56] identified that the *Npas4* transcription factor is an essential regulator of circadian behavior and transcriptional response to light in the SCN [56]. In the polyA+ RNA-Seq of the *Cdr1as* KO mice [31], *NPas4* is significantly upregulated in three (hippocampus, cerebellum, olfactory bulb) out of the four sequenced brain regions. Moreover, in the hippocampus (of *Cdr1as* KO mice), *Npas4* is the 11th and the cerebellum’s 7th most significantly deregulated gene. 

To further study the effect of light on *Cdr1as* regulation, we analyzed the expression of twin-peak cluster genes (defined by Pembroke et al.) in the SCN during constant darkness, using data from Cheng et al. [57]. The study provides RNA-Seq at four circadian time points (CT = 0, 6, 12, 18) in murine SCN with five replicates. Before harvesting, the mice were released from the standard 12:12 h LD cycle into complete darkness for two days (dark-dark or DD cycle). We selected the top 50 highest expressed genes from the twin-peak module and monitored their expression in LD and DD cycles. Due to the polyA enrichment protocol used by Cheng et al., *Cdr1as* circRNA itself is not detectable in this data. However, none of the 49 other highly expressed genes changed their expression significantly during the DD cycle (Figure 2C,D). Our observations hold when the analysis is carried out using the top 100 or top 200 highest expressed genes (sorted by FPKM) from the twin-peak module (Supplementary Figure S2). This result suggests that the overall expression of the twin-peak cluster and likely *Cdr1as* in murine SCN highly depends on light exposure. 

Light is communicated to the SCN from the retina by glutamatergic neurotransmission from the retinohypothalamic tract. Given the *Cdr1as* enrichment specifically in glutamatergic neurons [31] and high expression of miR-7 in the SCN [58,59], we suggest that *Cdr1as* may be an important regulator of glutamatergic synaptic transmission during light-induced phase shifts through the delivery of miR-7 to its early response and twin-peak target genes. The overlap of miR-7 targets (444 in total from the Targetscan database [60]) and twin-peak cluster (766) identified 37 genes (Supplementary Table S2) that could be regulated by *Cdr1as*/miR-7 complex in the context of light-induced phase-shifts. Pembroke et al. [7] reported that the twin-peak cluster is enriched in synaptic transmission and calcium signaling. As expected, its subset miR-7 targets are also significantly enriched in these biological pathways (Supplementary Table S2). Thus, it is conceivable that the *Cdr1as*:miR-7 complex plays a role in regulating photic inputs transmitted into the SCN (Figure 2E). Among miR-7 target genes from the twin-peak cluster that can be regulated by *Cdr1as*:miR-7 in the SCN, we can find ionotropic glutamate receptor complex (*Grin2a* and *Grin2b)*, calcium signaling genes (via *Prkcb*, *Stim2*, *Hpcal4*, and *Cacng7*), and genes involved in the regulation of the synaptic structure and its activity (*Snca*, *Grin2a*, *Shank2*, *Shisa7*, *Atp2b2*, *Grin2b*, *Bcr*, and *Gabra1)* (Figure 2E). The first response to light is likely regulated via *Fos*, *Klf4*, and *Nr4a3* (Figure 2E).

**Figure 2:**
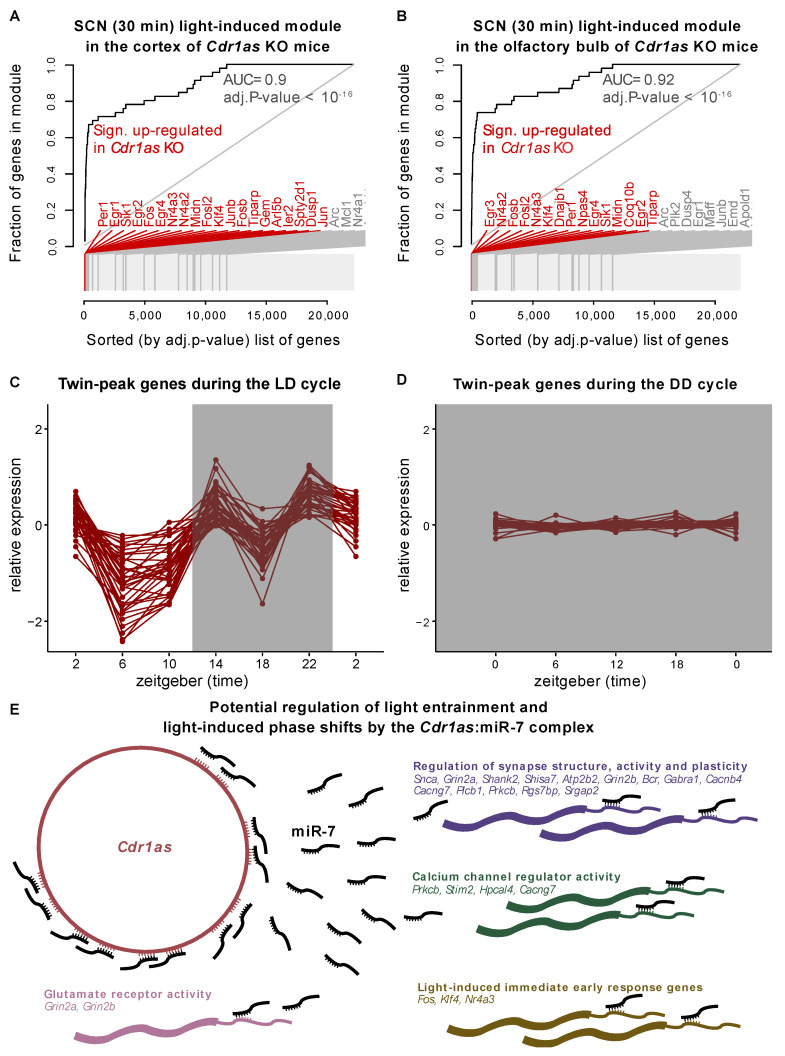
The impact of light on the expression of *Cdr1as* and associated genes. Evidence plots show enrichment of SCN immediate light-induced genes (defined in Xu et al. [56]) in the (**A**) cortex and (**B**) olfactory bulb of *Cdr1as* KO mice. The X-axis shows the list of sorted genes (by adj. *p*-value *Cdr1as* KO vs. WT) from polyA RNA-Seq in Piwecka et al. [31]. Y-axis is the fraction of the gene set defined by Xu et al., 2021 [56]. In red are genes upregulated in *Cdr1as* KO with adj. *p*-value < 0.05. (**C**) Log2 expression (normalized to the temporal mean) of the top 50 genes (sorted by FPKM) from the twin-peak module in the LD cycle [7]. (**D**) The same set of genes (as in C) in the DD cycle. Cheng et al. [57] measured RNA expression in control and Sox2 mutant mice in the DD cycle at four different time points. Here, we used only control samples. (**E**) *Cdr1as* and miR-7 are both expressed in the SCN. Predicted targets of miR-7 were downloaded from Targetscan [60]. Twin-peak genes are defined in Pembroke et al. [7]. The immediate light-induced gene module is from Xu et al. [56]. The annotation of other pathway modules is from the MsigDB database.

### 2.3. CircRNA Expression in the Hippocampus and Frontal Cortex Follows Constitutive Transcription Patterns

To further characterize the circadian expression of circRNAs, we sequenced total RNA from two additional brain regions: the hippocampus and frontal cortex. 

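The deposited tables hold the hippocampus and the frontal cortex at ZT1, ZT5 and ZT9 of the light phase and at ZT13, ZT17 and ZT21 of the dark phase, with 3 replicates per time point and 36 samples in all. For each circRNA and sample, the authors deposited the count of circular reads, which span the head-to-tail junction of the circle, as found with CIRI2 after mapping with BWA to GRCm38. The counts were not normalized by the authors, and the smallest count above 0 was 2. Over all circRNAs listed, the total number of circular reads per sample was between 6754 and 73252 in the hippocampus, with a median of 21923. In the frontal cortex it was between 8107 and 34803, with a median of 20301. The Figure 3 normalization divides by the total number of sequenced reads. Those totals and the linear gene counts were not used here. Counts of single circRNAs were instead normalized with edgeR's TMM method over the circRNAs tested, and total circular reads were compared without normalization, so that differences in sequencing depth remain in those totals. CircRNAs found in at least 2 replicates of one time point were kept. Of these, 582 circRNAs in the hippocampus and 518 in the frontal cortex had enough reads for edgeR's filter on low counts and were tested.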

Mice were dissected at six equidistant time points throughout the LD phases. While the SCN acts as a circadian master pacemaker, other brain regions also display oscillatory capacity [61]. The hippocampus is particularly interesting, as it is essential for sleep-dependent memory consolidation [62]. It is interesting to study circRNA regulation in this context, as circRNAs are highly expressed in the hippocampus [15] and have a much longer lifetime than linear RNAs. Therefore, they may be involved in memory consolidation and the transport of information between different cell types [30]. We also investigated the frontal cortex, which is associated with many psychiatric and neurodegenerative disorders. 

Using three replicates at six time points (SE 150 bp, average sequencing depth 46 mil.), we identified 5505 and 4790 distinct circRNAs expressed in the hippocampus and frontal lobe (Supplementary Table S3). 

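The hippocampus table listed 23734 circRNAs, of which 14540 were found in 1 sample, and the frontal cortex table listed 19811, of which 11676 were found in 1 sample. Found in at least 2 replicates of the same time point were 5505 circRNAs in the hippocampus and 4790 in the frontal cortex, and 3639 of these were shared by both tissues. The number depended on the rule and on the depth. When a circRNA had to be found in all 3 replicates of a time point, 2594 remained in the hippocampus and 2382 in the frontal cortex. With all samples thinned at random to the smallest total of their tissue, 6754 reads in the hippocampus and 8107 in the frontal cortex, 3594 and 3775 circRNAs were found. After Cdr1as, the circRNAs with the most circular reads in both tissues came from Tulp4 (chromosome 17, 6137211 to 6139156) and Gigyf2 (chromosome 1, 87364104 to 87380008, exons 4 to 8). Tulp4 had 4917 circular reads over the 18 hippocampus samples and 3282 over the 18 frontal cortex samples, and Gigyf2 had 4396 and 3209. They were followed in the hippocampus by Nell2 (chromosome 15, 95296159 to 95346887) with 2779 reads, all of them in 8 samples, and by Slc8a1 (chromosome 17, 81647809 to 81649638) with 2646 reads. The next in the frontal cortex was a circRNA on the unplaced sequence JH584304.1 (25369 to 60857) with 2440 reads. No annotated gene on the same strand holds the whole of that circRNA. It was followed by Dtnb (chromosome 12, 3617606 to 3648389) with 2040 reads.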

Our analysis of the frontal cortex identified 1328 of 1770 (75%) *circbase* [63] circRNAs, and in the hippocampus, 1297 of 1676 *circbase* circRNAs. In the hippocampus, along with a general reduction of exonic reads (Figure 3A) circRNA expression decreased by 20% during the transition from the dark to the light phase (Figure 3B). However, such a change in circularized RNA was most probably due to the difference in the expression of the linear host transcripts (Supplementary Figure S3). 

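In the hippocampus, the circRNAs kept gave 20163 ± 3491 circular reads (SD, n = 3) at ZT21, the last time point of the dark phase, and 34436 ± 22270 (SD, n = 3) at ZT1, the first of the light phase. These totals are not normalized to sequencing depth. The mean at ZT1 was 70.8% above that at ZT21, which is less than the spread between replicates (SD of the percent change 114, two-sided exact permutation test, p = 0.4, where 3 against 3 samples allow no p below 0.1). Most of the spread came from ZT1 replicate 3, with 59596 circular reads against 17260 and 26452 in the other replicates. Without that replicate the mean at ZT1 was 4.69% above ZT21. At ZT9 the total was 17355 ± 1004 circular reads (SD, n = 3) and at ZT13 it was 13720 ± 7552 (SD, n = 3), a change of -20.9% (exact permutation test, p = 0.6). ZT13 replicate 1 had 5722 circular reads, and without it the change from ZT9 was 1.89%. Over the 6 time points, the totals did not differ by more than the replicates (permutation test with 100000 resamples, p = 0.115), and the difference of the dark from the light phase was -24.9%, again within the spread (two-sided exact permutation test of 9 against 9 samples, p = 0.284). Leaving out one sample at a time moved this difference between the phases to between -28.25% and -6.56%, the latter without ZT1 replicate 3.

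**Figure D1:**
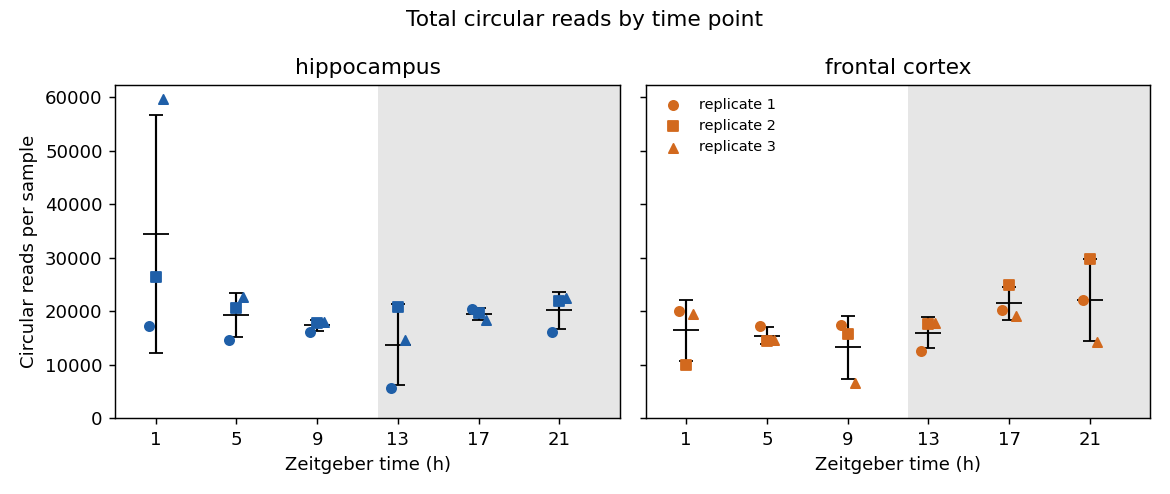
Total circular reads per sample (y axis, number of reads, not normalized) against zeitgeber time in hours (x axis) in the hippocampus and the frontal cortex; symbols are the 3 replicates, bars the mean and SD, and the grey area the dark phase. In the hippocampus, ZT1 replicate 3 lies at 59596 reads and ZT13 replicate 1 at 5722.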

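Cdr1as is listed on the plus strand of chromosome X (2927 nt), where it is exon 6 of the 7 exons of transcript C230004F18Rik-206 in the annotation, antisense to Cdr1. It had the most circular reads of all circRNAs in the hippocampus, 24400 over the 18 samples or 5.66% of the circular reads of all circRNAs listed. Normalized Cdr1as reads were 1448 ± 346 (SD, n = 3) at ZT9, 995 ± 383 (SD, n = 3) at ZT13 and 1389 ± 78.9 (SD, n = 3) at ZT17. From ZT9 to ZT13 the log2 fold change was -0.54 (standard error 0.21, unadjusted p = 0.0166, adj. p-value 0.49 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a decrease of 31.2%. From ZT13 to ZT17 it was 0.48 (standard error 0.21, unadjusted p = 0.0307, adj. p-value 0.50 from the same test). Neither change passed the adjustment over the 582 circRNAs. The size of the decrease depended on single replicates. ZT13 replicate 1 had the fewest circular reads of the 18 samples. Cdr1as made up 3.78% of its circular reads (216 of 5722, 95% Wilson interval 3.31 to 4.30%), against 5.36% and 6.26% in the other replicates of ZT13. Without ZT13 replicate 1 the log2 fold change from ZT9 to ZT13 was -0.29, a decrease of 18.1%, and without ZT13 replicate 2 it was -0.87, a decrease of 45.1%. In all 6 fits that each left out one of these samples Cdr1as was lower at ZT13, with adj. p-values from edgeR of at least 0.0908. As a share of each sample's circular reads, Cdr1as changed by -27.1% from ZT9 to ZT13 and by 30.3% from ZT13 to ZT17 (two-sided exact permutation tests, p = 0.2 for both, with 0.1 the smallest possible). Apart from leaving out samples, no scaling moved the log2 fold change most, to -0.68 (adj. p-value 0.983 from edgeR). Without a filter on low counts it was -0.61, with an adj. p-value of 0.000373 from edgeR, which passed the threshold. In fits of that kind over the 6 time points, Cdr1as passed in 20 of 50 draws, the real one included. The other draws permuted the time points among samples with the same replicate number. Of the 50, 2 gave an unadjusted p as small as the real one. The contrast of ZT9 and ZT13 was not permuted in this way. Samples with the same replicate number at ZT9 and ZT13 deviated together only weakly (mean r across circRNAs 0.113), and with the replicate number as a block the log2 fold change was -0.55 (adj. p-value 0.475 from edgeR). Wilson intervals cover counting error only, as reads are not independent molecules.

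**Figure D2:**
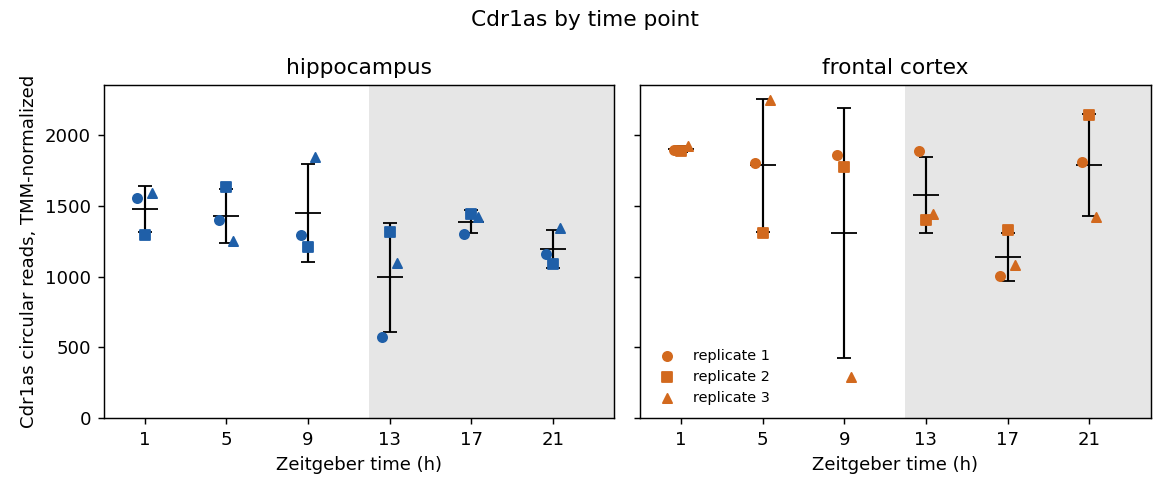
Cdr1as circular reads normalized by edgeR's TMM method (y axis, reads) against zeitgeber time in hours (x axis) in the hippocampus and the frontal cortex; symbols are the 3 replicates, bars the mean and SD, and the grey area the dark phase. At ZT13 in the hippocampus the replicates lie between 573 and 1319 reads.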

The expression of *Cdr1as* in the hippocampus was downregulated by 30% during the transition from the light to the dark phase and again upregulated during the dark phase. 

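Cdr1as in the frontal cortex had 28768 circular reads over the 18 samples, or 7.95% of the circular reads of all circRNAs listed. Its normalized reads were 1902 ± 18.8 (SD, n = 3) at ZT1, 1786 ± 470 at ZT5, 1309 ± 884 at ZT9, 1577 ± 268 at ZT13, 1138 ± 171 at ZT17 and 1789 ± 360 at ZT21. No difference over the 6 time points passed the threshold (unadjusted p = 0.403, adj. p-value 0.996 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), except without a filter on low counts (adj. p-value 9.89e-09 from edgeR). In that fit, Cdr1as passed in 42 of 50 draws with time points permuted within each replicate number, the real one included. The change from ZT9 to ZT13 had a log2 fold change of 0.26 (standard error 0.39, adj. p-value 0.980 from the same test), and it reversed to -0.24 without ZT9 replicate 3, in which Cdr1as made up 2.18% of 6555 circular reads (95% Wilson interval 1.85 to 2.56%). The result over the 6 time points also depended on that replicate. Without it the unadjusted p was 0.000766 (adj. p-value 0.229 from edgeR), the lowest adj. p-value of 18 fits that each left out one sample. The log2 fold change of the dark against the light phase was then -0.30 (adj. p-value 0.637 from edgeR). With all samples it was -0.16 (adj. p-value 0.993 from edgeR). From ZT17 to ZT21 the log2 fold change was 0.65 (standard error 0.39, adj. p-value 0.994 from edgeR). That change passed the threshold when only those time points were fitted (log2 fold change 0.64, adj. p-value 0.000205 from edgeR), and without the filter (log2 fold change 0.66, adj. p-value 2.52e-06 from edgeR). The difference between the hippocampus and the frontal cortex in the change from ZT9 to ZT13 did not pass the threshold (interaction on the log2 scale -0.80, standard error 0.48, unadjusted p = 0.106, adj. p-value 0.770 from edgeR over 694 circRNAs). Without the filter its unadjusted p was 0.000102 (adj. p-value 0.0739 from edgeR). It was negative in all 12 fits that each left out one sample, with an unadjusted p of 0.0266 without frontal cortex ZT9 replicate 1 (adj. p-value 0.369 from edgeR) and 0.248 without frontal cortex ZT9 replicate 3 (adj. p-value 0.923 from edgeR).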

In the frontal cortex, *Cdr1as* expression did not change significantly during the LD cycle (Figure 3C). 

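The circRNAs kept in the frontal cortex gave 16013 ± 2921 circular reads (SD, n = 3) at ZT13, 21446 ± 3129 (SD, n = 3) at ZT17 and 22035 ± 7675 (SD, n = 3) at ZT21, not normalized to sequencing depth. From ZT13 to ZT17 the mean rose by 33.9% (SD of the percent change 31.3), and every replicate at ZT17 was above every replicate at ZT13 (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 samples allow). From ZT17 to ZT21 it changed by 2.75%, far less than the SD of 38.8 (exact permutation test, p = 1.0). Leaving out one replicate at a time moved this second change to between -16.5% and 19.8%. The dark phase had 31.7% more circular reads than the light phase (two-sided exact permutation test of 9 against 9 samples, p = 0.0519), and the 6 time points did not differ by more than the replicates (permutation test with 100000 resamples, p = 0.260). From ZT13 to ZT17 the totals also rose in the hippocampus, by 41.9% (exact permutation test, p = 0.4), and the difference between the tissues in this rise was within the error (exact permutation test, p = 0.89). The rise in the hippocampus was 10.1% without hippocampus ZT13 replicate 1 and 92.4% without hippocampus ZT13 replicate 2.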

Resembling changes in exonic rates (Figure 3A), the overall circRNA expression in the cortex increased by 30% in the wake phase and was downregulated again just before the light phase started (Figure 3B). Similar to the hippocampus, such a fluctuation of circularization was due to a general change in the expression of the linear host gene (Supplementary Figure S3).

### 2.4. Cdr1as Is the Only Significantly Deregulated circRNA between Day and Night in Microglia

Microglia are brain-resident macrophages, and their inflammatory responses are controlled by the intrinsic circadian clock [64]. Microglia also exhibit morphological differences between wake and sleep, and disruption of the clock system of these cells may result in impaired behavior and contribute to sleep disturbance [65]. The regulation of circRNAs in microglia is of particular interest, as these cells are in close contact with synapses and, like neuronal cells, express genes with long introns - a common source of circRNAs [14,20]. In addition to producing circRNAs, microglia can phagocytose circRNAs exported by neurons or astrocytes to the extracellular space. We sequenced freshly isolated microglia from the mouse hippocampus and frontal cortex during the light and dark phases: ZT4 and ZT16 (per time-point 16 replicates, SE 150bp, average sequencing depth: 42 mil.). Our analyses identified 1234 and 1553 distinct circRNAs in the cortex and hippocampus, respectively (Supplementary Table S4). *Cdr1as* was one of the highest expressed circRNAs in microglia (Figure 3D). Despite an overall increase in circularization during the light phase (Figure 3E), the only circRNA that significantly changed its expression in both the cortex and hippocampus was *Cdr1as* (Figure 3F). In Cortex, *Cdr1as* upregulated during the light phase by ~2.6-fold (DESeq2: adj. *p*-value = 1.6 × 10^−7^) and in the hippocampus by 1.8 fold (DESeq2: adj. *p*-value = 0.002).

## 3. Discussion

Our study monitored circRNA expression in the mouse frontal cortex, hippocampus, and suprachiasmatic nucleus in a 12:12 h LD cycle. We characterize *Cdr1as* circRNA as a novel gene associated with light entrainment in the SCN. We found that *Cdr1as* and *Cyrano*, another non-coding RNA involved in miR-7 regulation in the brain, feature oscillatory patterns throughout the LD cycle that replicate the expression pattern of the twin-peak genes. Light-induced regulation of *Cdr1as* was also observed in the hippocampus, but to a lesser extent compared to SCN. Although there is no evidence that photic impulse directly regulates *Cdr1as* expression, we show that genes upregulated upon *Cdr1as* deletion are highly enriched in the light-induced immediate response pathway. Moreover, we demonstrate that the strong regulation of the synaptic twin-peak cluster during the 12 h of the dark cycle (wake phase for mice) occurs only after withdrawal from the light cycle. Pembroke et al. [7] reported that the twin-peak module is highly enriched with genes involved in synaptic transmission, long-term potentiation, calcium signaling, and gated channel activity. On the other hand, Piwecka et al. [31] demonstrated that the loss of *Cdr1as* circRNA in mice results in aberrant excitatory synaptic transmission. In the retina, deletion of *Cdr1as* circRNA results in increased beta-wave amplitude of the photopic electrophysiological response and reduced vision contrast sensitivity [54]. Together, these observations suggest that *Cdr1as* plays an important role in communicating light from the retina to SCN, most likely through the regulation of glutamatergic neurotransmission. Additionally, our results shed more light on the deregulation of certain clock genes in the brain of *Cdr1as* deficient mice, as reported previously [31]. Loss of *Cdr1as* also caused the downregulation of a miRNA family (miR-96/miR-182/miR-183), specifically in the cortical region [31]. Only recently has it been discovered that these miRNAs are involved in the modulation of the circadian rhythm [12]. 

Since two other members of the regulatory network described by Kleaveland et al. [53], miR-7 and *Cyrano*, are also expressed in the SCN, the central circadian pacemaker emerges as a perfect system for studying the interplay of these non-coding molecules. We believe that further experiments exploring the exact pathway by which *Cdr1as* influences the activity of SCN neurons should take into account the oscillatory pattern of *Cdr1as* along with miR-7 targets from the twin-peak module. One surprising observation in the SCN is that *Cdr1as*, a highly stable circular RNA, is downregulated by more than two-fold during 4 h (from ZT14 to ZT18, Supplementary Figure S1). One possible mechanism may be the cleavage of circRNA by miR-671 [66]. In addition, *Cdr1as* turnover may occur due to structure-mediated RNA decay by *Upf1* and *G3bp1* [67]. Both genes are highly expressed in the SCN [7]. 

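Over all 6 time points in the hippocampus, no difference in Cdr1as passed the threshold (unadjusted p = 0.0930, adj. p-value 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdr1as was lower in the dark phase than in the light phase, with a log2 fold change of -0.29 (standard error 0.12, unadjusted p = 0.0223, adj. p-value 0.925 from the same test). Both results passed the threshold without a filter on low counts, with an adj. p-value from edgeR of 4.33e-07 over the time points and, for a log2 fold change of -0.37, of 0.000109 between the phases. However, without the filter Cdr1as also passed over the time points in 20 of 50 draws with permuted time points, the real one included. Of these draws, 2 gave an unadjusted p as small as the real one. The contrast between the phases was not permuted for Cdr1as without the filter. With the filter, the sign was negative in all 18 fits that each left out one sample, with log2 fold changes from -0.39 to -0.20. Normalized Cdr1as reads were 1480 ± 164 (SD, n = 3) at ZT1, 1427 ± 193 (SD, n = 3) at ZT5 and 1197 ± 134 (SD, n = 3) at ZT21, and the log2 fold change from ZT21 to ZT1 was 0.31 (standard error 0.21, adj. p-value 0.997 from edgeR).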

We also observed regulation of this abundant circRNA expression throughout the LD cycle in the hippocampus. It is generally accepted that circular RNAs are naturally long-lived in physiological conditions and change their expression significantly only over longer processes (e.g., development, neuronal maturation, or aging) and in pathological conditions (cancer and neurodegeneration). On the contrary, our observations point toward the dynamic nature of circRNA *Cdr1as* in two brain regions. It is interesting to think about the implications of this finding for cancer. *Cdr1as* is deregulated in multiple tumor types [68,69,70,71,72,73,74,75], including breast cancer, where it promotes the metastatic phenotype [76]. In addition, the inhibition of *Cdr1as* increases the sensitivity of drug-resistant breast cancer cells [77]. It was recently shown that the generation of circulating tumor cells in breast cancer does not occur continuously but during the sleep phase [41]. Thus, the characterization of *Cdr1as* expression patterns over the wake-sleep cycle might bring new insights into the metastasis of cancer cells.

Contemplating the importance of these findings for neurodegenerative disorders, the interaction of *Cdr1as*/miR-7 with alpha-synuclein (*Snca*) (twin-peak gene) is particularly interesting. Abnormal expression of *Snca* and its aggregation are critical in the pathophysiology of Parkinson’s disease (PD) [78]. Moreover, in PD patients, miR-7 is significantly downregulated in the brain regions that undergo neurodegeneration during the course of the disease [44]. Due to its binding ability to *Snca* 3′UTR in vivo and subsequent regulation of protein translation, miR-7 is becoming widely appreciated as an important therapeutic target for PD [44,45,51,52]. Sleep disorders are a common feature of patients in the early stages of the disease [79]. Thus, understanding the strong regulation of *Cdr1as* in the central circadian pacemaker may provide a new paradigm for studying the early onset of PD.

It is important to highlight that the present study demonstrates oscillations in circRNA expression patterns in physiological conditions in adult animals. 

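In the hippocampus and the frontal cortex, a rhythm with a period of 24 h was fitted to each circRNA as a cosine and a sine of zeitgeber time. That curve differs from the twin-peak pattern that the paper describes in the SCN. The fit was not made to find a twin-peak shape or a dip at a single time point. At an adj. p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 582 circRNAs in the hippocampus and 0 of 518 in the frontal cortex had such a rhythm. At an unadjusted p under 0.05 there were 13 and 25. Without a filter on low counts, 614 and 521 circRNAs passed the threshold. The medians were 547 and 495 in 50 draws with time points permuted within each replicate number, the real one included. In counts simulated for the same circRNAs and samples, rhythms followed the fitted curve, and all rhythmic circRNAs first had one phase. Other shapes, or fewer rhythmic circRNAs than 200, were not simulated. The fit then found 89% of 200 circRNAs with a 4-fold rhythm in the hippocampus and 77% in the frontal cortex, and 18.5% and 2% of those with a 2-fold rhythm. A simulation with opposite phases, added after that result was seen, gave 100% and 99% at 4-fold and 44.5% and 45% at 2-fold. DESeq2 gave 1 rhythmic circRNA in each tissue. In the hippocampus it was a circRNA of Ssbp2 (chromosome 13, 91524585 to 91564694, adj. p-value 0.0230 from DESeq2). The one in the frontal cortex is a second circle of C230004F18Rik, which starts at 61181550 on chromosome X and shares its end with Cdr1as (adj. p-value 0.0468 from DESeq2). Both are named after their values were seen. From the changes of Cdr1as in the SCN and the hippocampus, the paper proposes that Cdr1as is dynamic in both of these brain regions.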

As research is developing around circRNA dynamics in brain development and specific disorders, it will be highly relevant to determine how the latter are affected in disease from a circadian perspective. In preclinical studies, mice are most often sacrificed for downstream molecular analyses during their sleep phase, while in clinical studies, the time of collection of samples from human patients and controls is rarely taken into consideration as a biologically relevant variable. Altered sleep and circadian patterns are, however, hallmarks of psychiatric and neurodegenerative diseases [80,81]. This study provides an example of how modeling circadian variability, both in coding and non-coding RNAs like *Cdr1as*, can widen our understanding of transcriptional dynamics in these conditions. Finally, circRNAs are actively screened as biomarkers in many diseases [38,39]. Our findings suggest that their predictivity may be time sensitive, making it important to carry out these experiments in a time-controlled manner.

## 4. Conclusions

CircRNAs have not only a developmental stage- but also daytime-dependent expression. 

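Across the 6 time points, 0 of the circRNAs tested in the hippocampus and 1 in the frontal cortex differed at an adj. p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 19 and 12 at an unadjusted p under 0.05. The circRNA in the frontal cortex lies within Ptms (chromosome 6, 124914408 to 124914710, 303 nt), with an adj. p-value of 0.0334 from edgeR and 0.998 from DESeq2. It had 173 circular reads, all of them in 7 of the 18 samples. Between the dark and the light phase, 0 circRNAs differed in either tissue, with 28 in the hippocampus and 16 in the frontal cortex at an unadjusted p under 0.05. Between neighbouring time points in the hippocampus, the count was 0 from ZT9 to ZT13, from ZT13 to ZT17 and from ZT21 to ZT1, with 58, 51 and 15 circRNAs at an unadjusted p under 0.05. In the frontal cortex it was 0 from ZT13 to ZT17 and from ZT17 to ZT21, with 17 and 20. A difference between the tissues in the effect of the phase was found for 0 circRNAs, with 32 at an unadjusted p under 0.05. DESeq2 called a circRNA of Gm26917 in the hippocampus between the phases (adj. p-value 5.47e-14 from DESeq2), from ZT9 to ZT13 (1.27e-09) and from ZT21 to ZT1 (4.52e-10), and in the frontal cortex from ZT17 to ZT21 (0.00380). It also called its effect of the phase as differing between the tissues (0.00116). That circRNA, named after its values were seen, had reads in 8 of the 18 hippocampus samples. Without a filter on low counts, the counts from edgeR were 14 in the hippocampus and 12 in the frontal cortex over 6 time points, and 4 and 0 between the phases (366 and 326 at an unadjusted p under 0.05). Between neighbouring time points they were 3, 3 and 4 in the hippocampus and 1 and 5 in the frontal cortex, and 1 circRNA differed between the tissues. In simulated counts with a change at ZT13 only, the test over 6 time points found 87% of 200 circRNAs with a 4-fold change in the hippocampus and 90% in the frontal cortex, and 21% and 35% of those with a 2-fold change. The Benjamini-Hochberg adjustment is more lenient where so many circRNAs change. If few circRNAs changed, or by less than 2-fold, the share found could be lower, and this was not simulated.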

Specifically, circular RNA *Cdr1as* is regulated throughout light-dark cycles in the SCN, which may influence the organism’s adaptation to quick daily changes.

## 5. Materials and Methods

### 5.1. Animals

Nine- to ten-week-old male C57BL6/N mice (Charles River Laboratories, Sulzfeld, Germany) were used throughout the study. We allocated 3-5 animals per cage in individually ventilated cages (IVCs). The animal vivarium was a specific pathogen-free (SPF) holding room that was temperature- and humidity-controlled (21 ± 3 °C, 50 ± 10%). Animals used for the microglial isolation were kept under a reversed light-dark cycle (lights off 09:00 AM–09.00 PM), while the animals used for whole hippocampal and frontal lobe tissue sequencing were kept on a normal light-dark cycle (lights on 6 AM–6 PM). All animals had ad libitum access to the same food (Kliba 3436, Kaiseraugst, Switzerland) and water throughout the study. All procedures described in the present study had been previously approved by the Cantonal Veterinarian’s Office of Zurich, and all efforts were made to minimize the number of animals used and their suffering.

### 5.2. Brain Dissociation and Cell Isolation

Brain tissue dissociation and microglia cell isolation were performed according to a protocol recently optimized and published by us [82]. The protocol was carried out at 4 °C to avoid cell activation during the isolation procedure. Briefly, the animals were deeply anesthetized with an overdose of Nembutal (Abbott Laboratories, North Chicago, IL, USA) and transcardially perfused with 15 mL ice-cold, calcium- and magnesium-free Dulbecco’s phosphate-buffered saline (DPBS, pH 7.3–7.4). The brains were quickly removed and washed with ice-cold DPBS, after which the hippocampi and frontal cortices were dissected on a cooled petri dish and placed in an ice-cold Hibernate-A medium. Mechanical dissociation at 4 °C was carried out on ice. The tissue was dissociated in 1.5 mL Hibernate-A medium in a 1 mL Dounce homogenizer with a loose pestle. The homogenized tissue was then sieved through a 70 μm cell strainer. The homogenates were pelleted at 450× *g* for 6 min at 4 °C. The supernatants were removed, and the pellets were re-suspended with a P1000 micropipette, applying a pipette-tip cut-off. 500 microliters of freshly prepared isotonic percoll solution was then added to each sample (final volume: 2 mL) and mixed well. Percoll was rendered isotonic by mixing 1 part of 10× calcium- and magnesium-free DPBS (pH 7.3–7.4) with 9-parts of percoll. Importantly, the pH of percoll was adjusted to 7.3–7.4 with 5 molar hydrochloric acid before starting the isolation procedure. The percoll solution was mixed properly with the cell suspension, after which 2 mL of DPBS was gently layered on top of it with a pipette boy set at the slowest speed, creating two separate layers. The samples were centrifuged for 10 min at 3000× *g*. The centrifugation resulted in an upper layer consisting of DPBS and a lower layer consisting of percoll. The two layers were separated by a disk of myelin and debris, while the cells were located at the bottom of the tube. The layers were aspirated, leaving about 500 μL. The cells were then washed once in DPBS and pelleted by centrifuging them at 460× *g* for 10 min at 4 °C. This pellet consists of total brain cells, including microglial cells.

### 5.3. Microglia Cell Magnetic Sorting

Microglia cells were isolated via magnetic-activated cell sorting (MACS) using mouse anti-CD11b magnetic microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany), according to the manufacturer’s instructions, with some modifications. The MACS buffer used consisted of 2% bovine serum albumin (BSA) diluted in DPBS from a 7.5% cell culture-grade BSA stock (Thermo Fisher Scientific Inc., Waltham, MA, USA). Total hippocampal/frontal cortex cell pellets after percoll separation (see above) were re-suspended in 90 μL MACS buffer and 10 μL anti-mouse-CD11b magnetic beads (Miltenyi Biotec, Bergisch Gladbach, Germany). The cells were then incubated for 15 min at 4 °C. Cells were washed with 1 mL MACS buffer and pelleted at 300 rcf for 5 min at 4 °C. The cells were then passed through an MS MACS column (Miltenyi Biotec, Bergisch Gladbach, Germany) attached to a magnet. After washing the columns three times with MACS buffer, microglia were flushed from the column with 1 mL of MACS buffer and pelleted at 300 rcf for 5 min at 4 °C. Cell pellets were then snap-frozen in liquid nitrogen and stored at −80 °C.

### 5.4. Hippocampal and Frontal Lobe Tissue Collection

For the total RNA-seq of whole brain tissue, RNA was extracted from adult male mice total hippocampi and frontal lobes. Briefly, deeply anesthetized adult male mice were intracardially perfused with ice-cold Dulbecco’s phosphate-buffered saline (DPBS) to remove blood. Hippocampi and frontal lobes were dissected immediately afterward in a pre-cooled sterile Petri dish on ice. The brain regions were immediately transferred to an RNAse-free Eppendorf tube, snap-frozen in liquid nitrogen, and stored at −80 °C until RNA extraction.

### 5.5. Total RNA Extraction

Total RNA from freshly isolated microglia and from hippocampal and frontal lobe tissue was extracted via phenol/chloroform extraction using the SPLIT-RNA extraction kit (Lexogen, product code: 008.48), according to the manufacturer’s instructions. The RNA was treated with Turbo DNase I (Ambion, product code AM1907) to remove traces of genomic DNA. Following DNase I treatment, the RNA was stored at −80 °C until library preparation.

### 5.6. Total RNA Library Preparation and Sequencing

Before library preparation, the integrity of each sample was assessed on an Agilent TapeStation system 4150 using RNA screen tape (Agilent Technologies Inc., Santa Clara, CA, USA). In contrast, RNA concentrations were measured using a Qubit 4 fluorometer (ThermoFisher Scientific Inc., Waltham, MA, USA). 100 nanograms of total RNA was used as input for ribosomal RNA (rRNA) depletion using the NEBNext rRNA depletion kit (New England BioLabs Inc., Ipswich, MA, USA, product code: E6350), according to the manufacturer’s instructions. Following rRNA depletion, total RNA libraries were built using the NEBNext Ultra II library prep kit from Illumina (New England BioLabs Inc., Ipswich, MA, USA, product code: E7775), according to the manufacturer’s instructions. The yield of amplified libraries was measured on a Qubit 4 fluorometer using a Qubit high-sensitivity DNA kit (HS DNA kit). Amplified libraries were further analyzed on HS D1000 screen tape on a TapeStation system 4150 to assess library size and molarity prior to pooling. The libraries were sequenced using Illumina HISeq-4000.

### 5.7. Bioinformatic Methods

For circRNA detection, total RNA seq reads were mapped to the mouse GRCm38 genome with BWA [83] (version 0.7.17-r1188) using the -T 19 option. CircRNAs were identified using CIRI2 [84] with default parameters. For further analyses, we used circRNAs identified in at least two replicates at the same time point. To compare circRNAs with circbase datasets, circbase coordinates were translated from mm9 to mm10 genomes using the UCSC liftOver tool. To calculate the *p*-values and log2 fold changes for circRNA expression changes, we used the DESeq2 [85] (version 1.22.1) package (normalization: rld, test: Wald’s test, *p*-value adjustment: Benjamini-Hochberg). The circRNA expression table was concatenated with the linear constitutive gene expression table. To calculate the expression of the linear genes, we mapped the reads to the mouse GRCm38 genome with STAR (version 2.7.3.a, default parameters, [86]) and assigned reads to genes with featureCounts [87] (version 2.0.0). For the FPKM calculation, the read counts were normalized to the total number of uniquely mapped reads per sample and the length of the genes, as reported by featureCounts (calculated from the gencode GRCm38 vM12 GTF file). To compare the linear and circular RNA expression changes in the hippocampus and cortex, we quantified the sum of all spliced reads mapped to the gene (featureCounts -J parameter). The evidence plots for Figure 2A,B were produced with R tmod (version 0.46.2 [88]). Gene ontology analysis for Supplementary Table S2 and Figure 2E was carried out with R tmod and msigdbr (7.4.1) packages.

## Figures and Tables

**Figure 1:**
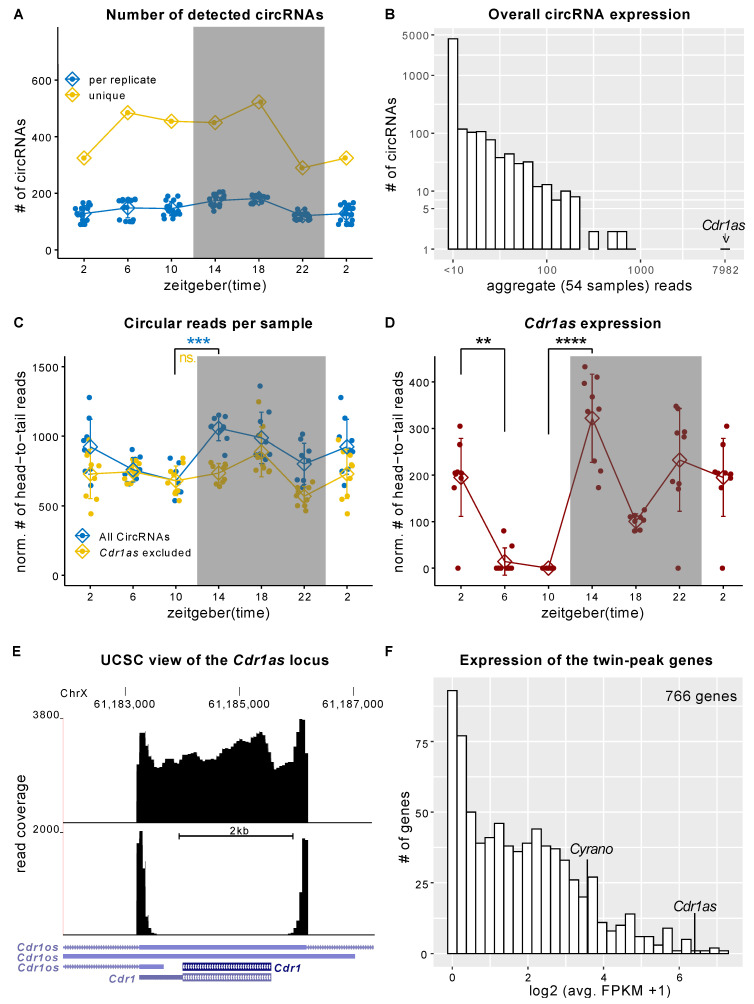
*Cdr1as* expression changes during the 24 h LD cycle in the SCN. (**A**) The number of detected circRNAs for each replicate and each time point. (**B**) Overall expression of circRNAs. For each circRNA, we summed up circularization-supporting head-to-tail reads in all samples/groups. *Cdr1as* has an order of magnitude higher expression than any other circRNA. (**C**) Normalized (to the number of mapped reads) circular reads in the 12:12 LD cycle. Error bars show the SD. (Bonferroni) Adjusted *t*-test *p*-value: *** < 10^−5^, ns is not significant (**D**) Normalized expression of *Cdr1as* circRNA during the 12:12 LD cycle. Error bars show SD. DESeq-2 adj. *p*-value: ** < 10^−3^. **** < 10^−16^. (**A**–**D**) use periodic continuation plotting at ZT2. (**E**) UCSC genome browser view of the *Cdr1* locus using a pool of reads from three replicates at ZT14. The lower panel shows only circular (head-to-tail) reads. The upper panel shows all reads mapped to the locus. (**F**) Histogram showing the expression (FPKM) of all 766 twin-peak module genes from Pembroke et al. [7].

**Figure 3:**
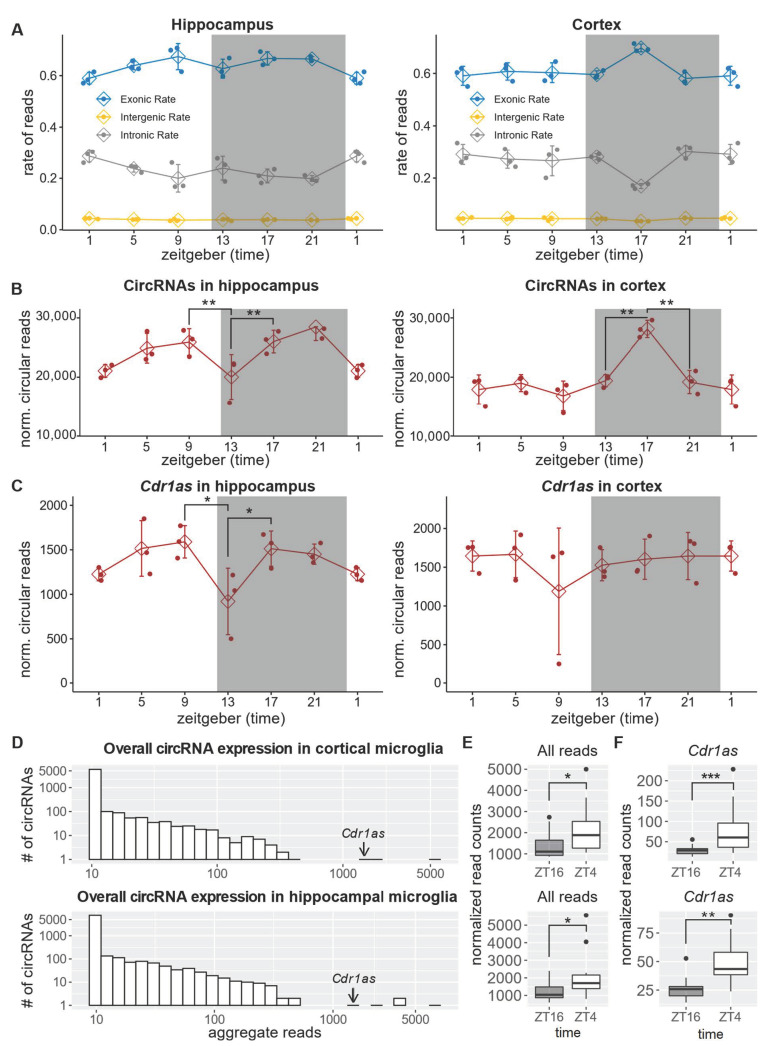
CircRNAs in the hippocampus and frontal cortex. (**A**) Genomic annotation of the sequencing reads. The X-axis is the (zeitgeber) time, and the Y-axis is the fraction of reads. (**B**) Normalized (norm. factor = total number of reads/avg. library size) number of circular reads per time point. Error bars show SD. (Bonferroni) Adjusted *p*-value: ** < 0.01. (**C**) Normalized (norm. factor = total number of reads/avg. library size) number of circular reads supporting *Cdr1as*. DESeq2 adj. *p*-value: * < 0.05 (**D**) Analogous to Figure 1B.(**E**) Normalized (norm. factor = total number of reads/avg. library size) number of all circular reads detected in hippocampal (**down**) and cortical (**up**) microglia sequencing. Each group represents a distribution of 16 replicates. (Bonferroni) Adjusted *T*-test *p*-value: * < 0.05. (**F**) *Cdr1as* expression (normalized circular reads) in microglia from the cortex (upper panel) and hippocampus (lower panel). Each box has 16 samples. DESeq2 adj. *p*-value: *** < 10^−5^, ** < 0.01.

## Data Availability

The raw sequencing data have been deposited in GEO under accession numbers GSE199791 and GSE200314 and will be available upon publication. The R code for data analyses and figures can be downloaded from github.com/bihealth/circ_circ (accessed date: 31 August 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232012347/s1.

How the deposited data were processed for this re-analysis (not part of the article)

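Total RNA of the hippocampus and frontal cortex was analysed in 36 samples, 3 replicates at each of 6 time points per tissue. The time points came from the clock times in the sample labels and the light schedule in the paper's methods. For both tissues the authors deposited counts of circular reads per circRNA and sample, made by mapping to GRCm38 with BWA and identifying head-to-tail junctions with CIRI2 under default parameters. These deposited counts are whole numbers without normalization, are not pooled over replicates, and include circRNAs found in 1 sample. For ZT1 replicate 3 of the hippocampus the table has a further column that the paper's text does not describe, and the column that Supplementary Table S3 lists was used.

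CircRNAs were kept when found in at least 2 replicates of one time point, as in the paper's methods. The paper normalized to the total number of reads and ran DESeq2 on circular and linear counts together. The totals of sequenced reads and the linear counts were not used here, so neither step was repeated, and the SCN, the knockout and the microglia experiments were not analysed here. Normalized reads were scaled to the mean total of the tested circRNAs. Normalization with edgeR's TMM method rests on circular reads alone, and cannot show a change shared by all circRNAs.

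Single circRNAs were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, the filter on low counts with its defaults, quasi-likelihood test, Benjamini-Hochberg adjustment), with all 18 samples of a tissue in one fit. The contrasts were neighbouring time points, any difference over 6 time points, the dark against the light phase, a 24-h rhythm, and differences between the tissues in one fit of 36 samples. The threshold was an adjusted p-value of 0.05. Total circular reads and the share of Cdr1as were compared by two-sided exact permutation tests (3 against 3 samples, with 0.1 the smallest p, or 9 against 9) and by a permutation test with 100000 resamples over 6 time points. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Errors are SD unless stated as standard errors.

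The text names Cdr1as, the 5 circRNAs with the most circular reads in each tissue, and up to 3 circRNAs with the smallest adjusted p-value for each count past the threshold. This rule, the tests and the alternatives were set before the data were examined, apart from those said to have been chosen later. The alternatives were scaling to total circular reads, DESeq2's size factors, no scaling, no filter on low counts, DESeq2 1.42.0, the replicate number as a block, fits of only 2 time points, other sets of circRNAs in the totals, other rules for detection, and leaving out each replicate. The pairing in the block comes only from the replicate numbers in the labels. Samples at different time points are different animals.

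Depth limits the shares. The floor of a share, set at 3 reads of the circRNAs kept, was 0.0524% in hippocampus ZT13 replicate 1 and 0.005% in ZT1 replicate 3. Confidence intervals are 95% Wilson intervals and, like these floors, cover counting error only.

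The tests were tested on simulated data, with counts drawn for the real circRNAs and samples at a dispersion of 0.05 and 200 circRNAs changed. The dispersion was set and not estimated from the data, and circRNAs with reads in only some samples were not imitated. With 200 of 582 or 518 circRNAs changed, the adjustment is more lenient than where few change. The shares found therefore do not apply to few changed circRNAs. From ZT9 to ZT13, 87.5% of 4-fold and 22% of 2-fold changes were found in the hippocampus, and 89.5% and 32.5% in the frontal cortex. Where all changed circRNAs had one phase of a 4-fold rhythm, 28.8% of the calls in the hippocampus and 40.3% in the frontal cortex were false, in a fit whose normalization rests on the circRNAs themselves.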

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

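For the results in this part, the tests of tissue labels, of the Nell2 circRNA and of the further column of ZT1 replicate 3 were chosen only after the result was seen, as were the comparison of tissue labels with thinned samples and the minimum of 3 circRNAs per marker list. The search for single samples far from the others covered 24 comparisons of 9 samples each, in which chance gives about 1 in 20. It found 5, of which 4 came from 2 samples.

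In the hippocampus, ZT1 replicate 3 had 59596 circular reads on the circRNAs kept by the rule on replicates, and 9618 circRNAs found before that rule, with 73252 circular reads. Both numbers, 59596 and 9618, were far above those of the other 8 samples of the light phase. A further column of the same replicate held 14951 circular reads before the rule, and the paper's text does not describe it. It had 2817 circRNAs, of which 6 were not in the first column. For comparison, 16 other samples thinned to its total had between 815 and 1343 circRNAs that were not in the first column. Of its counts, 99.8% were no higher than in the first column. With 6 circRNAs outside the first column, these values are consistent with the further column being part of the reads of the first column, but what the authors did to make either column was not tested. No biological explanation was tested.

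In the hippocampus, ZT13 replicate 1 had 5722 circular reads on the circRNAs kept, and 1495 circRNAs found before the rule, with 6754 circular reads. Both numbers, 5722 and 1495, were far below those of the other 8 samples of the dark phase. Its share of Cdr1as, 3.78%, was the lowest in the tissue but was not beyond the limit for a single sample far from the others. In the frontal cortex, ZT9 replicate 3 had a Cdr1as share of 2.18%, far below the other 8 samples of the light phase, and the fewest circular reads of its tissue. Low depth alone did not produce these shares, since 0 of 17000 draws of the other hippocampus samples thinned to 5722 reads reached 3.78% (lowest 4.44%), and 0 of 17000 draws in the frontal cortex reached 2.18% (lowest 5.13%). Circles missed altogether in a sample lower its total and so raise its share of Cdr1as, and a comparison over circRNAs found in all 18 samples of the tissue could not have borne them out as the cause of a low share. It is given only as a description. Both samples had rank 1 from the lowest in it, with 5.99% against 10.9% in the next hippocampus sample and 3.82% against 12.6% in the next frontal cortex sample.

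Both samples correlated slightly better with their own tissue than with the other, by 0.018 for hippocampus ZT13 replicate 1 and by 0.027 for frontal cortex ZT9 replicate 3. Other samples thinned to the same depth gave at least 0.028 and 0.027 with their own tissue, and samples of the other tissue gave at most -0.024 and -0.029, so an exchange of the tissues is not supported. The correlation with their own tissue, 0.619 and 0.603, was below that of every other sample (at least 0.792 and 0.707 at full depth). RNA from other cells or regions could not be tested, because under 80% of the genes of each marker list had a circRNA. The lists lay at percentile 14.5 (oligodendrocyte), 50.3 (striatum) and 4.8 (neuron) of 10000 random lists in the hippocampus sample and at 57.6, 59.7 and 56.4 in the frontal cortex sample. Lists for astrocytes, cerebellum and choroid plexus had too few circRNAs. Library quality was not tested. Of circRNAs with 10 or more expected reads, 8 of 61 had 0 reads in hippocampus ZT13 replicate 1 and 7 of 82 in frontal cortex ZT9 replicate 3. No other sample of either tissue had as many at 0. The low shares therefore cannot be told apart from a mixed sample or a poor library. The time of day was the same for the other replicates of each time point, which did not share the low shares.

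The Nell2 circRNA reached 446 circular reads in the hippocampus and 273 in the frontal cortex, but was found in 8 and 3 of 18 samples and had no reads in the others. Supplementary Table S3 lists its counts in the hippocampus, and the paper's text does not name it. Depth does not explain the samples without reads, for which the largest Poisson probability of 0 reads was 9.3e-38. Its presence did not go with the phase (two-sided Fisher's exact test over 36 samples, p = 1.0). In 9 of 18 pairs of hippocampus and frontal cortex with the same number only one tissue had reads, which would go against a genotype of the animal if the pairs were known to be the same animal, and that is not stated. A further 30 circRNAs had 0 reads in some sample where 10 or more were expected. This is consistent with circles that the identification reports in some samples and leaves out in others, a technical explanation that remains.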

How the results depend on the processing

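The splits of the samples and the permuted draws for rhythms without a filter on low counts were chosen after the results were seen, as was the use of the further column of hippocampus ZT1 replicate 3.

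DESeq2's size factors in edgeR changed no direction and no side of the threshold. Scaling to total circular reads gave 1 circRNA between the dark and light phases in the hippocampus in place of 0, as did no scaling, which also reversed the log2 fold change of Cdr1as between the phases in the frontal cortex to 0.15 from -0.16. With DESeq2, the counts were 1 in place of 0 in the hippocampus from ZT9 to ZT13, from ZT21 to ZT1, between phases and for a 24-h rhythm, 1 in place of 0 in the frontal cortex from ZT17 to ZT21 and for a 24-h rhythm, 1 in place of 0 for a phase effect that differed between tissues, and 0 in place of 1 over 6 time points in the frontal cortex (10 at an unadjusted p under 0.05), where the adjusted p-value of the Ptms circRNA was 0.998. Its adjusted p-value was between 0.00173 and 0.0510 with each sample left out. Fits of only the 2 time points gave 1 circRNA from ZT9 to ZT13 and 1 from ZT21 to ZT1 in the hippocampus and 5 from ZT17 to ZT21 in the frontal cortex, Cdr1as among them (log2 fold change 0.64). The cause was not tested. These few calls, named after their values were seen, were the Gm26917 circRNA under both scalings, under DESeq2 except for rhythms, and in the hippocampus fits of 2 time points. In the frontal cortex fit of 2 time points they were 2 circRNAs on JH584304.1 and those of Ptms, Cdr1as and Trpc6.

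Without a filter on low counts, the log2 fold change of Cdr1as in the hippocampus was -0.61 from ZT9 to ZT13, 0.56 from ZT13 to ZT17 and -0.37 between phases, and 0.66 in the frontal cortex from ZT17 to ZT21, all past the threshold, as was Cdr1as over 6 time points (adjusted p-values 4.33e-07 and 9.89e-09 in the hippocampus and frontal cortex). The counts in the hippocampus were 3 from ZT9 to ZT13, 3 from ZT13 to ZT17, 4 from ZT21 to ZT1, 14 over 6 time points, 4 between phases and 614 with a rhythm. In the frontal cortex they were 1 from ZT13 to ZT17, 5 from ZT17 to ZT21, 12 over 6 time points and 521 with a rhythm, and 1 differed between tissues. Time points were permuted within each replicate number in 50 draws, the real one included here and for the rhythms. Cdr1as passed over 6 time points in 20 of 50 in the hippocampus and 42 of 50 in the frontal cortex. An unadjusted p as small as the real one was found in 2 and 24. The contrasts of neighbouring time points were not permuted without the filter. Without the filter, edgeR took the spread between replicates beyond counting from all circRNAs together (infinite prior degrees of freedom), against 9.63 and 11.0 prior degrees of freedom with it. Rhythms numbered 547 in the median draw in the hippocampus (462 to 615), and 2 of 50 draws gave 614 or more. They numbered 495 in the frontal cortex (447 to 577), and 10 of 50 draws gave 521 or more. Of the real calls, 561 and 470 were circRNAs found in 2 or 3 samples, which the rule on replicates keeps only if they share a time point. This selection may account for the number in the frontal cortex and for most, but not all, of that in the hippocampus.

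Leaving out one sample at a time, Cdr1as in the hippocampus had log2 fold changes from -0.87 to -0.29 from ZT9 to ZT13, from 0.25 to 0.82 from ZT13 to ZT17, from 0.23 to 0.39 from ZT21 to ZT1 and from -0.39 to -0.20 between phases, and none passed the threshold. The weakest changes at ZT13 were those without ZT13 replicate 1, the sample with the fewest circular reads. Those in the frontal cortex went from -0.24 to 0.58 from ZT9 to ZT13, and the difference between tissues from -1.15 to -0.36. The counts of circRNAs were 0 to 2 in the hippocampus from ZT9 to ZT13 and from ZT13 to ZT17, 0 to 1 over 6 time points and between phases, 0 to 1 over 6 time points in the frontal cortex and 0 to 1 for a difference between tissues. Total circular reads in the hippocampus changed by -41.7 to 1.89% from ZT9 to ZT13 and by 4.69 to 112% from ZT21 to ZT1, and the p over 6 time points was 0.00302 to 0.456. Totals in the frontal cortex changed by -16.5 to 19.8% from ZT17 to ZT21 and by 23.0 to 37.9% between phases, where 4 of 18 fits passed the threshold. The difference between tissues in the log2 change from ZT13 to ZT17 was -0.28 to 0.52.

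Total circular reads in the frontal cortex from ZT17 to ZT21 changed by -1.13% without Cdr1as and -1.83% without the 10 circRNAs with the most reads, and the difference between phases by 33.9% (p = 0.0366) and 34.5% (p = 0.0342), exact permutation tests. With the further column of hippocampus ZT1 replicate 3, the change from ZT21 to ZT1 was -7.82% in place of 70.8%. The difference of the dark from the light phase in the hippocampus was then -3.48% in place of -24.9%. The number of circRNAs detected depended on the rule, with 2594 in the hippocampus and 2382 in the frontal cortex in all 3 replicates of a time point, 9190 and 8135 in 2 of 18 samples, and 3266 and 2890 with a count of at least 3. At the smallest total of the tissue it was 3594 in the hippocampus. Depth therefore limits the comparison of these numbers and of the totals.

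With the replicate number as a block, the log2 fold change of Cdr1as in the hippocampus was -0.55 from ZT9 to ZT13, 0.50 from ZT13 to ZT17 and -0.30 between phases, and none of the edgeR results changed its direction or its side of the threshold. The changes in total circular reads between neighbouring time points kept their direction, without a test, as did the tested difference between tissues. Totals between phases, totals over 6 time points and the shares of Cdr1as were not fitted with the block. Samples with the same number did not deviate together (mean r -0.00335 in the hippocampus, -0.0107 in the frontal cortex and -0.00599 between the tissues).

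Other splits gave as many circRNAs at an unadjusted p under 0.05 as follows, the real split included. Of the 4 splits that part all 3 same-numbered pairs, 1 did from ZT9 to ZT13, 1 from ZT13 to ZT17 and 2 from ZT21 to ZT1 in the hippocampus, and 1 from ZT13 to ZT17 and 1 from ZT17 to ZT21 in the frontal cortex. So few splits cannot give a share under 0.05. Of 100 draws with permuted time points in the hippocampus, 3 did over 6 time points (19 circRNAs), 6 between phases (28) and 76 for a rhythm (13). For the frontal cortex it was 53 over 6 time points (12), 53 between phases (16) and 6 for a rhythm (25), and 20 for a difference between tissues (32). By this count, and among these results with the filter on low counts, only the hippocampus over 6 time points had a share of draws under 0.05, although 0 passed the adjustment. Without the filter, 1 of 50 draws gave as many as the 945 circRNAs with a rhythm in the hippocampus, and 4 of 50 as many as the 809 in the frontal cortex. By the count past the adjusted threshold, 2 of 100 draws gave as many as the 1 circRNA of the frontal cortex over 6 time points.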

Differences from the paper's values

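In the hippocampus, the paper's value is a decrease of 20% in circRNA expression at the change from dark to light, after normalization to the total number of reads. The paper's sentence names no time points, and ZT21 to ZT1 was taken here. Written the same way, the total circular reads from ZT21 to ZT1, not normalized to depth, gave a decrease of -70.8%, which is a rise. None of the alternatives set before the data were examined gave a decrease. Without ZT1 replicate 3 the rise was 4.69%. With the further column of that replicate, chosen after the values were seen, the change was -7.82%. From ZT9 to ZT13, the change from light to dark that Fig. 3B marks, the totals changed by -20.9% (exact permutation test, p = 0.6). Without ZT13 replicate 1 that change was 1.89%. Totals without depth cannot settle which time points the paper's 20% refers to.

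The paper marks the changes of Cdr1as in the hippocampus from ZT9 to ZT13 and from ZT13 to ZT17 as past the threshold (Fig. 3C). Their log2 fold changes had the paper's directions, -0.54 and 0.48, with adjusted p-values of 0.49 and 0.50 from edgeR. Without a filter on low counts, the adjusted p-values were 0.000373 and 0.00249. In fits of that kind over 6 time points, Cdr1as passed in 20 of 50 draws with time points permuted within each replicate number, the real one included. Of the 50, 2 gave an unadjusted p as small as the real one. The contrasts of neighbouring time points were not permuted in this way. The other alternatives gave no adjusted p-value past the threshold for either change. The decrease was 31.2% here and is 30% in the paper, on unlike scales. The paper scaled to the total number of reads, whereas the value here is relative to the other circRNAs. With no scaling the decrease was 37.4%. With TMM normalization it was 18.1% without ZT13 replicate 1 and 45.1% without ZT13 replicate 2.

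The paper states that Cdr1as in the frontal cortex did not change significantly. The same holds at the threshold here, except from ZT17 to ZT21 without a filter on low counts (adjusted p-value 2.52e-06) and with only those time points in the fit (0.000205), and over 6 time points without the filter (9.89e-09). Over 6 time points without the filter, Cdr1as passed in 42 of 50 draws with permuted time points, the real one included. In Fig. 3C its lowest mean is at ZT9, whereas the lowest mean of normalized reads here was 1138 at ZT17. This difference depended on the normalization. Without normalization the lowest mean was also at ZT9, with 1201 Cdr1as reads against 1413 at ZT17. The mean at ZT9 includes replicate 3, with 143 Cdr1as reads.

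The paper marks the totals as changed in the hippocampus from ZT9 to ZT13 and from ZT13 to ZT17, and in the frontal cortex from ZT13 to ZT17 and from ZT17 to ZT21 (Fig. 3B). The totals, not normalized to depth, gave exact permutation p of 0.6, 0.4, 0.1 and 1.0, where no p below 0.1 is possible. The paper describes a fall in the frontal cortex before the light phase, and the totals changed by 2.75% from ZT17 to ZT21. That change was -1.13% without Cdr1as and -1.83% without the 10 circRNAs with the most reads.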

Other observations

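A circRNA within Gm26917 (chromosome 17, 39844698 to 39844867, 170 nt) was singled out after its values were seen, because it was called most often under the alternatives. It had 1328 circular reads in the hippocampus and 689 in the frontal cortex, all of them in 8 and 6 of 18 samples. In the hippocampus it was called between the dark and light phases by DESeq2 (adjusted p-value 5.47e-14), and by edgeR with scaling to total circular reads (0.0489) or no scaling (0.0107), and by edgeR with TMM normalization and no filter on low counts (5.49e-109). With TMM normalization and the filter, edgeR did not call it with all samples in the fit. Like the Nell2 circRNA, it had reads in some samples and none in others.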
